A study of Mus musculus with 28 samples. Its data were reported in "Macrophages directly contribute collagen to scar formation during zebrafish heart regeneration and mouse heart repair" (2020).

How the data were processed

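RNA of sorted cardiac macrophages was measured in 28 libraries from 10 groups of mice, set by stage at surgery (P1, P7 or adult) and by time (baseline, day 1 in the adult alone, day 4 and day 7 post-MI). Groups and replicate numbers were taken from the sample titles. The source names of the P1 and P7 day 7 libraries begin with P2 and P9 instead, and which is right was not resolved here. Each group held 3 libraries, except adult day 1 and P7 day 4 with 2, and no pair of libraries held identical values (0 pairs).

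The deposited values were FPKM per gene and library, made by the authors. Per the study's methods, reads were trimmed with Trim Galore, examined with FastQC and aligned with TopHat and Bowtie to the mouse genome mm10 with the UCSC annotation, and genes were quantified with Cufflinks and Cuffdiff. The submitters' processing notes name Cuffdiff, DESeq2 and mm10. Which scaling between libraries Cuffdiff applied is not given in the sources used here. The table held 24138 entries, of which 1316 were at 0 in all libraries, 220 named several genes and 450 shared a symbol with another entry; reads of such genes cannot be assigned with certainty. FPKM keep no read counts. Low values were examined for steps of whole fragments over 2974 genes with 1 transcript, with a tolerance of 0.1 of a step, and showed none. The depth per library is therefore unknown, and no counting interval is given. Of 10 genes that all cells use, Ubc was listed at 0 in 9 libraries, so an exact 0 may be a failed estimate and is written as "listed at 0". The low-input protocol reads polyadenylated RNA, so values of small RNAs (194 tested entries) are unreliable. Gene positions were taken from the RefSeq table for GRCm38, the assembly that mm10 is based on.

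Values were analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1. Genes with an FPKM of at least 1 in at least 2 libraries were tested (12905 entries). One model with a mean per group was fitted over all 28 libraries (18 residual degrees of freedom), with limma's empirical Bayes moderation, an intensity trend and robust variances. Tests were two-sided, p-values were adjusted by the method of Benjamini and Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. The 14 comparisons were contrasts of this model, of which 2 tested the difference between stages in their change from baseline. The study's own call also asked for a log2 change above 2, and counts at that threshold are given as an alternative. Cuffdiff and count models were not run, since the values are not counts.

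Gene lists (32) of pathways, cell types and genes singled out by the study were fixed before the data were examined, as were the groups, tests, comparisons, the rule for naming genes and all but 2 of the alternative settings. Lists were tested with camera at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison, and again with a correlation estimated from the data. Their members were counted by the calls over all genes and by p-values adjusted over the list alone. The share of variance between the 3 stages was tested by 100000 permutations of the stage labels, one-sided.

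Genes were named by a rule of 3 parts. Part 1 took up to 6 largest rises and 6 largest falls per comparison among called genes with a mean of at least 5 FPKM in the higher group and no overlap between the libraries of the groups. For the 2 differences of responses and for P1 day 7 against P7 baseline the numbers were 4 and 4, and overlap was allowed for the differences of responses. Part 2 took up to 4 members with the smallest p from each list of a pathway or cell type, and part 3 the genes singled out by the study, in the comparisons it names them for. The text uses fewer, in that order within a part. Chance alone leaves 10% of genes without overlap between 3 and 3 libraries and 20% between 2 and 3, and in the adult at day 4 against baseline 37.7% of genes had none.

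The steps were tested on simulated data for P7 against P1 at day 7, with 12905 genes of which 200 were changed. A further list of genes was shifted by a log2 of 1 and also counted as changed. Changed genes were drawn only from those with an average above about 5 FPKM. The noise was normal, independent between genes and equal in all libraries. Recovery of lower genes and the effect of uneven libraries were therefore not simulated. Of the genes changed by a log2 of 1, 84% were recovered, and of those changed by 2, 98%, with 4.2% false calls among all calls and 0 calls in a comparison without changes. Alternatives covered the pseudocount, the filter, the scaling between libraries, library weights, a replicate block, the libraries in the model and leaving out each library in turn. Where that left 1 library in adult day 1 or P7 day 4, the lone library was assumed to vary like the other groups. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 prepared the values and drew the figures. The time course clusters and the principal component analysis of the study were not analysed here.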

Results

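Macrophages were sorted from the hearts of CD1 mice, an outbred strain, in which a coronary artery had been tied to cause myocardial infarction (MI). MI was made at postnatal day 1 (P1), at postnatal day 7 (P7) or in adults. The sort kept leukocytes that carried CD45, CD11b and F4/80 and lacked the neutrophil protein Ly6G. Polyadenylated RNA from these cells was sequenced with a low-input protocol. The question was how the macrophage response differs between the stage whose heart regenerates (P1) and the stages whose hearts form a scar (P7 and adult). Each stage was sampled at baseline, at day 4 and at day 7 post-MI, and the adult also at day 1. The 28 libraries form 10 groups with 3 libraries each, except adult day 1 and P7 day 4 with 2. The labels do not state whether replicates were separate animals or pools. The p-values therefore measure only the spread between these samples. In some groups the X-inactivation RNA Xist and the Y-linked Ddx3y differed between replicates. In P1 baseline replicates 0, 1 and 2, Xist stood at 9.48, 0.113 and 9.27 FPKM and Ddx3y at 0.0043, 17.7 and 0.469 FPKM. Such libraries came from different animals or pools. Between replicates alike in these genes, the spread may be technical.

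The values were FPKM (fragment counts scaled by transcript length and library size). Their sum per library ranged from 559971 to 843946, and 10116 to 12253 genes reached 1 FPKM. Low values showed no steps of whole fragments (17.2% to 23.6% of them lay within 0.1 of a whole multiple, against 20% by chance), so the depth of each library is unknown. Pearson's r between replicates, across genes, ranged from 0.940 to 0.988. In P1 day 4 replicate 0 and P7 day 4 replicate 0, 80.8% and 94.3% of 1111 olfactory receptor genes were listed above 0, against a median of 7.65% over libraries. Of the variance over 12905 genes, 63.0% lay between the 10 groups and 19.1% between the 3 stages (p = 2e-05, one-sided permutation test). Any grouping takes up part of the variance by chance, and only the share between stages was tested. Whether that share follows age or the handling of the libraries was not tested. Changes below are log2 differences of FPKM + 1 with their standard error (SE). This scale understates the change of low genes. A gene was called at an adjusted p under 0.05 in limma.

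**Figure D1:**
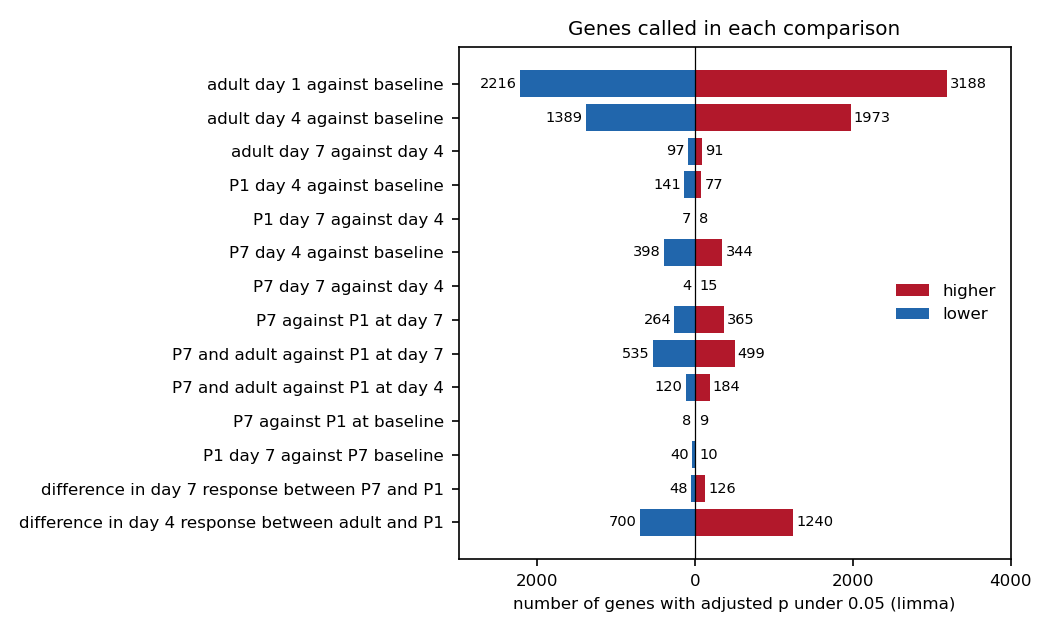
Number of genes called in each comparison on the horizontal axis, with higher genes in red and lower genes in blue, and the comparisons on the vertical axis. The adult at day 1 had the most calls (3188 higher, 2216 lower) and P1 at day 7 against day 4 the fewest (8 higher, 7 lower).

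Adult macrophages changed most at day 1 post-MI. Arg1, the enzyme that splits arginine into ornithine and urea (XLOC_001982, chromosome 10, 24915207 to 24927470 in GRCm38), rose from 0.607 ± 0.0568 FPKM (SD, n = 3) at baseline to 2696 ± 1159 FPKM (SD, n = 2). The acute-phase gene Saa3 rose from 5.89 ± 3.14 to 3197 ± 2449 FPKM. Lrg1, S100a8, Serpinb2 and Cxcl3 rose by 8.44 ± 0.74, 7.43 ± 1.05, 7.25 ± 0.66 and 7.00 ± 0.61. The complement genes C1qb and C1qc fell by 3.60 ± 0.26 and 3.62 ± 0.26. Pla2g2d, Gpr34, Sult1a1, Cd209f and Fxyd2 fell by 4.53 to 5.62. In all, 5404 genes were called in limma, 3188 higher and 2216 lower (59.0% higher). With every library scaled to a fixed sum, which shifted the median of all genes by -0.21, the calls were 36.5% higher (1900 of 5200).

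Inflammatory mediators rose at day 1 in the adult. Of 30 measured, 19 rose, 1 fell and 10 did not pass (19 and 2 adjusted over the list alone). Among them were Osm (3.42 ± 0.19), the prostaglandin synthase Ptgs2 (5.56 ± 0.42) and Il23a (3.78 ± 0.31). Genes of glycolysis and the hypoxia response rose in 22 of 27, including Vegfa (4.37 ± 0.32), Ero1l (2.81 ± 0.22) and Hif1a (3.14 ± 0.25), with 22 higher and 1 lower adjusted over the list alone. Of 33 oxidative phosphorylation genes 29 rose (30 adjusted over the list alone), for example Atp5b by 1.21 ± 0.14. Recruited monocyte genes rose in 15 of 24 and fell in 5 (16 and 5 adjusted over the list alone), for example the matrix genes Vcan (5.69 ± 0.31) and Thbs1 (6.03 ± 0.35). Resident macrophage genes went the other way, with 16 of 25 lower and 1 higher (17 and 3 adjusted over the list alone). Among these were the growth factor Igf1 (-3.72 ± 0.31) and Sepp1 (-2.83 ± 0.33). Class II presentation genes fell in 8 of 12 and rose in 1, with the same counts adjusted over the list alone, for example the invariant chain Cd74 (-2.09 ± 0.37) and H2-DMa (-1.25 ± 0.20). Cell cycle genes fell in 17 of 35, also adjusted over the list alone, among them Kif23 (-1.84 ± 0.26) and Ube2c (-2.43 ± 0.35). The camera adjusted p of these 7 lists ranged from 1.39e-10 (glycolysis) to 0.00318 (class II). None of the 7 passed with an estimated correlation (adjusted p = 0.421 to 0.528 with an estimated correlation).

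The 6 genes that the study chose on these samples to mark phases of the adult response are not independent evidence, and Mmp16 among them was too low to be tested. Of the others Il1b, Il6 and Nos2 rose by 2.07 ± 0.32, 3.41 ± 0.48 and 2.21 ± 0.72, and Apoe fell by 2.59 ± 0.29, with the same 3 and 1 adjusted over the list alone. Markers of other cells moved as well. Neutrophil genes rose in 7 of 20 (Slpi 5.94 ± 0.62, Mmp8 4.66 ± 0.47), with 7 adjusted over the list alone and an adjusted p of 0.00785 (adjusted p = 0.433 with an estimated correlation). Macrophage identity genes fell in 7 of 16 and rose in 3 (8 and 3 adjusted over the list alone). Cardiomyocyte genes fell in 13 of 20 and rose in 1 (15 and 1 adjusted over the list alone), with Tnni3 at -3.37 ± 0.45 and the calcium pump Atp2a2 at 1.81 ± 0.22. Immediate early and stress genes fell in 17 of 28 and rose in 4. Fibroblast identity genes fell in 12 of 21 and rose in 1. Both lists had the same counts adjusted over the list alone. None of these 4 lists passed with an estimated correlation (adjusted p = 0.433 for each with an estimated correlation). Of the 37 genes called by limma and named for day 1, 35 kept their call without each library in turn. Nos2 lost it without day 1 replicate 1 (adjusted p = 0.487). Mir130c, a small RNA that this protocol measures poorly, stood at 13.7 to 52.9 FPKM at baseline and was listed at 0 in both day 1 libraries. It lost its call without adult baseline replicate 0 or 2 or day 1 replicate 0 or 1 (adjusted p up to 0.141).

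At day 4 the adult macrophages kept high Arg1 and Saa3. Arg1 stood at 852 ± 325 FPKM and Saa3 at 2703 ± 1813 FPKM (SD, n = 3). Compared with baseline, Spp1 (osteopontin, XLOC_015994, chromosome 5, 104435111 to 104441053) rose by 5.86 ± 0.78, Lrg1 by 7.26 ± 0.66, Wfdc21 by 5.31 ± 0.61 and the protease Ctsk by 4.92 ± 0.83. Retnla fell by 5.65 ± 1.68, Pla2g2d by 4.84 ± 0.77, Cd209f by 4.49 ± 0.76, the prostaglandin-degrading enzyme Hpgd by 3.93 ± 0.78 and Cd209g by 3.80 ± 0.56. The small RNA Mir24-2, at 7.10 to 35.1 FPKM at baseline, was listed at 0 in all 3 day 4 libraries. Limma called 3362 genes, 1973 higher and 1389 lower (58.7% higher, and 44.4% with a fixed library sum), of which 193 had an absolute log2 change above 2. With only these libraries in the fit it called 1879.

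Lipid handling and efferocytosis genes rose in 15 of 26 and fell in 4 (15 and 5 adjusted over the list alone), for example Ctsd (2.86 ± 0.21), the lipid droplet gene Plin2 (2.06 ± 0.20) and Ctsl (2.68 ± 0.30). Glycolysis and hypoxia genes rose in 17 of 27 and fell in 2 (18 and 2 adjusted over the list alone), with Vegfa at 3.13 ± 0.28 and Hif1a at 1.99 ± 0.23. Oxidative phosphorylation genes rose in 28 of 33 (31 adjusted over the list alone), Sdhc by 0.66 ± 0.10. Cell cycle genes rose in 12 of 35 and fell in 1 (13 and 1 adjusted over the list alone), among them Ccne1 (1.32 ± 0.27) and Tk1 (1.44 ± 0.30). Resident macrophage genes fell in 14 of 25 (16 adjusted over the list alone), such as Tslp (-2.21 ± 0.44) and Mgl2 (-3.75 ± 0.77). Class II genes fell in 9 of 12 with 2 higher, also adjusted over the list alone, for example H2-DMa (-1.31 ± 0.18). The camera adjusted p of these 6 lists ranged from 5.43e-14 (oxidative phosphorylation) to 0.000652 (cell cycle). None of the 6 passed with an estimated correlation (adjusted p = 0.375 to 0.623 with an estimated correlation). Among 39 other matrix proteins 8 rose and 6 fell (9 and 6 adjusted over the list alone), with Thbs1 at 4.26 ± 0.31, Vcan at 2.45 ± 0.28, fibronectin Fn1 at 3.85 ± 0.47 and Cyr61 at -3.46 ± 0.42. The list's mean was 0.04 and its median -0.26. Of 18 collagens only Col15a1 was called (-0.71 ± 0.23), and none adjusted over the list alone.

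Beside these groups, macrophage identity genes moved both ways at day 4 (3 rose, Itgam by 1.48 ± 0.25, and 7 fell, Csf1r by 0.92 ± 0.12, also adjusted over the list alone), with a list mean of -0.14 and a median of 0.02. Immediate early and stress genes fell in 20 of 28 and rose in 1 (20 and 2 adjusted over the list alone). Cardiomyocyte genes fell in 13 of 20 and rose in 1 (14 and 1 adjusted over the list alone), for example Myl3 (-2.72 ± 0.41), and fibroblast identity genes fell in 10 of 21 (11 adjusted over the list alone), for example Tcf21 (-1.57 ± 0.30). Endothelial genes fell in 6 of 18 (7 adjusted over the list alone), lymphocyte genes fell in 5 of 18 and rose in 1 (7 and 1 adjusted over the list alone), and dendritic cell genes fell in 4 of 14 (5 adjusted over the list alone). With an estimated correlation the adjusted p of these last 6 lists ranged from 0.311 to 0.46. Of the lists the study chose on these samples, which are not independent evidence, 1 of 5 scar-forming genes (Serpine1, 1.25 ± 0.34; 2 adjusted over the list alone) and 1 of 5 phase markers (Trem2, 1.52 ± 0.45; 1 adjusted over the list alone) rose. Of the 35 genes named and called in limma at day 4, 30 kept the call without each library in turn. Serpine1 lost it without day 4 replicate 0 (adjusted p = 0.0665), and Trem2 without baseline replicate 2 or day 4 replicate 1 (up to 0.0962). Retnla lost it without baseline replicate 1 or day 4 replicate 1 or 2 (up to 0.1), Mir24-2 without baseline replicate 0 or 2 or day 4 replicate 1 or 2 (up to 0.0843), and Col15a1 without baseline replicate 1 or 2 or day 4 replicate 0 or 1 (up to 0.106).

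Between day 4 and day 7 in the adult, Wisp2 rose by 2.87 ± 0.43, the microfibril genes Mfap4 and Mfap5 by 2.56 ± 0.52 and 2.25 ± 0.42, biglycan Bgn by 2.29 ± 0.54, G0s2 by 2.27 ± 0.53 and the elastase Mmp12 by 2.16 ± 0.47. Thbs1 fell by 2.104 ± 0.31, Gja1 by 1.90 ± 0.22, Agpat9 by 1.82 ± 0.37, Hyou1 by 1.82 ± 0.36, Vcan by 1.80 ± 0.28 and Nrg1 by 1.79 ± 0.35. Among 39 other matrix proteins 7 rose and 2 fell (17 and 4 adjusted over the list alone; camera adjusted p = 3.42e-06, adjusted p = 0.36 with an estimated correlation). No collagen was called in limma over all genes (11 of 18 had an unadjusted p under 0.05), and 9 were higher adjusted over the list alone (mean 0.92, camera adjusted p = 1.64e-08, adjusted p = 0.33 with an estimated correlation). Col3a1 had a difference of 2.52 ± 0.70 (adjusted p = 0.0737). Fibroblast identity genes rose in 6 of 21 (11 adjusted over the list alone), such as Smoc2 (1.52 ± 0.24), Islr (1.40 ± 0.26) and Mmp2 (1.39 ± 0.26). That list kept its call (camera adjusted p = 7.88e-12, adjusted p = 0.0196 with an estimated correlation). Glycolysis and hypoxia genes fell in 3 of 27 (15 lower and 1 higher adjusted over the list alone), namely Hif1a (-1.06 ± 0.23), Pgk1 (-1.03 ± 0.24) and Ldha (-0.83 ± 0.21), with a camera adjusted p of 1.56e-06 (adjusted p = 0.36 with an estimated correlation). The lipid handling genes Axl and Mfge8 rose by 1.39 ± 0.28 and 1.37 ± 0.30. Limma called 188 genes, 91 higher and 97 lower (832 with array weights, 4 with only these libraries in the fit and 61 with Xist as a covariate, which was above 1 FPKM in 1 of 3 day 4 and 3 of 3 day 7 libraries). That count was 103, 113 and 108 without adult day 4 replicates 0, 1 and 2, and 62, 38 and 114 without day 7 replicates 0, 1 and 2. The calls of Wisp2, Thbs1, Gja1, Vcan, Smoc2 and Islr held without each of them. Those of the other 14 genes named did not (adjusted p up to 0.183, for Ldha without day 7 replicate 0).

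In P1 hearts Arg1 was among the largest rises at day 4. It rose from 1.41 ± 1.26 to 85.2 ± 39.5 FPKM (SD, n = 3), a difference of 5.14 ± 0.62. The chemokine Ccl8 rose by 3.17 ± 0.63, Spp1 by 3.10 ± 0.78 and Fn1 by 2.09 ± 0.47. The eosinophil-type ribonuclease Ear10 fell from 50.1 ± 14.1 FPKM to 0.712, 0.0956 and 0 FPKM in the 3 day 4 libraries, carbonic anhydrase Car2 from 46.9 ± 13.4 to 1.48 ± 0.703 FPKM. Kcnk12, Vcam1, Hs3st1 and Tmem200b fell by 1.94 ± 0.41, 1.92 ± 0.34, 1.59 ± 0.29 and 1.58 ± 0.34. Beta-globin transcripts rose as well (5.21 ± 0.98 for the entry Hbb-b1,Hbb-bs and 4.39 ± 1.03 for Hbb-b2), as did an entry of the alpha-globin genes. Reads of these near-identical genes cannot be assigned with certainty. The same may hold for Ear10, one of several related Ear genes. Ear10 was lower in P1 at day 4 than in the P7 day 4 libraries (30.66 and 24.78 FPKM). Ear1 and the entry Ear12,Ear2 were instead higher in P1 than in the mean of P7 and adult at day 4. Whether reads were exchanged between these genes was not tested. Limma called 218 genes, 77 higher and 141 lower, of which 10 had an absolute log2 change above 2.

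Cell cycle genes fell in 4 of 35 in P1 at day 4, Mcm4 by 0.87 ± 0.13, Kif23 by 0.98 ± 0.23, Aurkb by 0.86 ± 0.21 and Pcna by 0.53 ± 0.13, and in 20 of 35 adjusted over the list alone (camera adjusted p = 7.07e-13, adjusted p = 0.759 with an estimated correlation). Both Timp1 (1.84 ± 0.47) and Timp2 (0.86 ± 0.18), inhibitors of matrix proteases, rose. Of 30 inflammatory mediators only Tnf was called (-0.81 ± 0.19), also adjusted over the list alone. The resident list's Wfdc17 rose by 1.62 ± 0.24 and lysozyme Lyz2 by 0.96 ± 0.17. Erythroid genes rose in 3 of 6 and fell in 1 (4 and 1 adjusted over the list alone; camera adjusted p = 0.0536). Leaving out any 1 library lowered the limma count from 218, to 37, 76 and 31 without P1 baseline replicates 0, 1 and 2 and to 118, 26 and 95 without day 4 replicates 0, 1 and 2, while array weights raised it to 1256 and a fit of only these libraries to 471. Of the 22 genes named and called, Arg1, Ear10, Car2, Mcm4 and Wfdc17 kept their call without each library. The others lost it (adjusted p up to 0.222, for Spp1 without day 4 replicate 1).

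From day 4 to day 7 in P1, Ear10 rose by 5.37 ± 0.54, to 50.4 ± 8.71 FPKM (SD, n = 3), and Prg3, an eosinophil granule gene, rose by 2.50 ± 0.40. Reads of Ear10 may be shared with related Ear genes. No gene list covered eosinophils, and whether they passed the sort was not tested. Pxdc1, Gcc1, Galnt10 and Btbd9 rose by 1.91 ± 0.28, 1.20 ± 0.22, 1.17 ± 0.17 and 1.00 ± 0.15, and Socs3, a feedback inhibitor of cytokine signals, by 0.76 ± 0.14. Fbxo32 fell by 1.47 ± 0.24, Gpx3 by 1.34 ± 0.20, Slc39a1 by 0.76 ± 0.15 and Ints6 by 0.68 ± 0.14. Limma called 15 genes, 8 higher and 7 lower (53.3% higher, 40.9% after quantile normalization and 72.7% with a fixed library sum). No collagen and no cell cycle gene was called in limma over all genes (1 and 5 at an unadjusted p under 0.05, 0 and 2 adjusted over the list alone). The cell cycle list had a camera adjusted p of 8.83e-05 (adjusted p = 0.73 with an estimated correlation). The count was 9 without P1 day 4 replicate 0, 4 without replicate 1, 178 with array weights and 27 with only these libraries in the fit. Ear10, Pxdc1, Galnt10 and Btbd9 kept their call without each library, while the other 7 named did not (adjusted p up to 0.298, for Slc39a1 without day 7 replicate 2).

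In P7 hearts at day 4, Arg1 rose from 0.276 ± 0.235 FPKM (SD, n = 3) to 184 ± 117 FPKM (SD, n = 2), Saa3 by 6.05 ± 1.29, Ccl8 by 5.45 ± 0.70, Ly6a by 4.03 ± 0.82, the scavenger receptor Marco by 3.76 ± 1.02 and complement C4b by 3.76 ± 0.54. Cyp11a1, Hdc and the basophil protease Mcpt8 fell by 2.98 ± 0.47, 2.68 ± 0.43 and 2.64 ± 0.62. Slc12a2 fell by 2.30 ± 0.41, the iron-recycling regulator Spic fell by 2.205 ± 0.47 and Lincpint fell by 2.101 ± 0.36. Limma called 742 genes, 344 higher and 398 lower (46.4% higher, and 30.7% with a fixed library sum), of which 55 had an absolute log2 change above 2.

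Interferon response genes rose in 9 of 25 at day 4 in P7, including Cmpk2 (2.36 ± 0.48) and Bst2 (1.63 ± 0.38), and 23 did adjusted over the list alone (camera adjusted p = 4.9e-14, adjusted p = 0.222 with an estimated correlation). Collagens rose in 5 of 18 (12 adjusted over the list alone), such as Col16a1 (1.32 ± 0.34) and Col6a2 (1.69 ± 0.46). Other matrix proteins rose in 5 of 39 (12 adjusted over the list alone), among them Ecm1 (1.94 ± 0.38), Spp1 (3.68 ± 0.87) and Fn1 (2.12 ± 0.52). Their camera adjusted p was 4.9e-07 and 1.31e-08 (adjusted p = 0.222 for both with an estimated correlation). Fibroblast identity genes rose beside them in 7 of 21, Mmp2 by 1.27 ± 0.29 and Islr by 1.14 ± 0.29 (12 adjusted over the list alone; camera adjusted p = 7.53e-07, adjusted p = 0.222 with an estimated correlation). The chemokines Ccl2 and Ccl7 rose by 1.42 ± 0.29 and 1.82 ± 0.41 and Wfdc17 by 1.70 ± 0.27. Mast cell and basophil genes fell in 4 of 13 (5 adjusted over the list alone; camera adjusted p = 0.00282, adjusted p = 0.423 with an estimated correlation). The limma count of 742 was 142 without P7 day 4 replicate 0, the library with olfactory receptor signal, 207 and 407 without P7 baseline replicates 1 and 2, and 418 with only these libraries in the fit. Arg1, Ccl8, C4b, Cyp11a1, Hdc, Slc12a2 and Ecm1 kept their call without each library, and the other 17 genes named did not (adjusted p up to 0.282, for Marco without P7 day 4 replicate 1).

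Between day 4 and day 7 in P7, Chil3 (Ym1, a chitinase-like protein) rose by 5.46 ± 0.98 and Fkbp5, a target of glucocorticoids, by 3.44 ± 0.54. Also higher were the granule protease Ctsg (2.83 ± 0.49), Fbln2 (2.26 ± 0.44), Sytl1 (1.98 ± 0.40), Fam101b (1.98 ± 0.28) and Lama2 (1.00 ± 0.19). Pold2 fell by 0.85 ± 0.16, Pak1 by 0.79 ± 0.14 and the entry St6galnac4,St6galnac6 by 0.60 ± 0.11. Limma called 19 genes, 15 higher and 4 lower (78.9% higher, and 68.9% after quantile normalization). No neutrophil gene was called over all genes in limma (11 of 20 at an unadjusted p under 0.05), and 6 were higher adjusted over the list alone (mean 1.91, camera adjusted p = 2.58e-08, adjusted p = 0.0935 with an estimated correlation). Mpo and Elane had differences of 4.38 ± 0.93 and 4.37 ± 0.93 (adjusted p = 0.0655 for both). Fibroblast identity genes kept their list call (mean 0.81, 0 over all genes, 11 at an unadjusted p under 0.05 and 9 adjusted over the list alone; camera adjusted p = 4.44e-10, adjusted p = 0.0226 with an estimated correlation). So did matrix proteases and inhibitors (0 over all genes, 7 at an unadjusted p under 0.05 and 4 adjusted over the list alone; camera adjusted p = 2.76e-05, adjusted p = 0.0105 with an estimated correlation). Endothelial genes had 0 over all genes, 9 at an unadjusted p under 0.05 and 9 adjusted over the list alone (camera adjusted p = 2.58e-08, adjusted p = 0.147 with an estimated correlation). The limma count was 1 without P7 day 4 replicate 0 and 138 without replicate 1, 91, 29 and 58 without P7 day 7 replicates 0, 1 and 2, 2 with array weights and 7 with only these libraries in the fit. None of the 10 genes named and called kept its call without P7 day 4 replicate 0 (adjusted p = 0.168 to 0.343).

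Some of the day 4 calls were shared by the 3 stages, whose baselines are separate libraries. The stages share a variance per gene in the model, however. Their lists are therefore not fully independent, and the expected counts below may be too low. In limma, 12 genes were higher than baseline at day 4 in P1, P7 and the adult, against 0.314 expected for independent lists. They were Fn1, Steap3, Arg1, Slc41a2, Arsg, Sdc1, Lhfpl2, S100a10, Spp1, Emp1, Dpep2 and Cspg4. Another 15 were lower in all 3 stages (0.468 expected). With an absolute log2 change above 2, Fn1, Arg1 and Spp1 were higher in all 3, of which Arg1 alone kept its P1 call without each library (adjusted p up to 0.147 for Fn1 and 0.222 for Spp1). P1 and P7 shared 27 higher genes (2.05 expected), the adult and P1 26 (11.8 expected), and the adult and P7 127 (52.6 expected). Without both libraries with olfactory receptor signal these were 12 (0.443 expected), 26 (8.674 expected) and 46 (15.8 expected), and 8 genes were higher in all 3 stages, Arg1 and Spp1 among them and Fn1 not. Lower in all 3 stages were then 3 genes (0.023 expected), Ebi3, Slc12a2 and Hs3st1. P1 and P7 then shared 4 lower genes (0.207 expected) in place of 48 (4.35 expected).

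**Figure D2:**
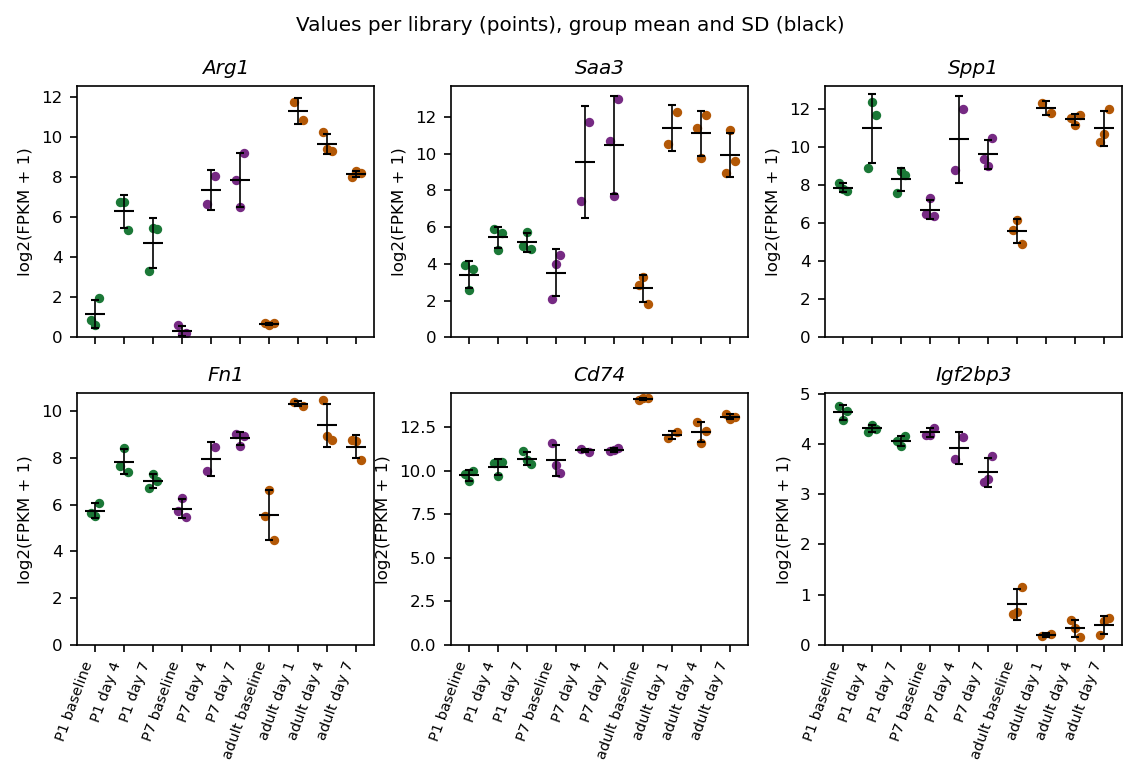
Log2(FPKM + 1) of Arg1, Saa3, Spp1, Fn1, Cd74 and Igf2bp3 on the vertical axes for every library (points, coloured by stage) in the 10 groups on the horizontal axes, with the group mean and SD in black. Arg1 rises in all 3 stages post-MI, and Igf2bp3 stands at 23.8 ± 2.45 FPKM in P1 and 0.778 ± 0.396 FPKM in adult baseline libraries.

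The change from baseline to day 4 differed between the adult and P1, whose pups also grew older in that time. The limma test of that difference called 1940 genes, 1240 with the higher and 700 with the lower change in the adult. The adult change minus the P1 change was 6.41 ± 1.63 for Saa3, 5.26 ± 0.93 for Lrg1 and 5.12 ± 0.44 for the matrix protein Thbs1. It was -9.79 ± 2.38 for Retnla, -5.36 ± 1.09 for Pla2g2d, -5.03 ± 1.39 for the globin entry Hbb-b1,Hbb-bs and -4.65 ± 1.42 for the alpha-globin entry Hba-a1,Hba-a2. The small RNA Snord100 was called too, but it was listed at 0 in every P1 day 4 and adult baseline library. Cell cycle genes differed in 20 of 35, each with the higher change in the adult (28 adjusted over the list alone; camera adjusted p = 2.7e-11, adjusted p = 0.357 with an estimated correlation). So did glycolysis and hypoxia genes in 15 of 27 with 1 the other way (also adjusted over the list alone), and oxidative phosphorylation genes in 17 of 33 (23 adjusted over the list alone). Class II genes differed in 8 of 12 with the lower change in the adult, also adjusted over the list alone. Immediate early genes did in 18 of 28, with 1 the other way (18 and 2 adjusted over the list alone). None of these 4 lists passed with an estimated correlation either (adjusted p = 0.357 for each with an estimated correlation). The count was 1206 without P1 day 4 replicate 0 and 3088 with array weights. Saa3, Lrg1, Thbs1, Retnla and Pla2g2d kept their call without each library, while Snord100 and both globin entries did not (adjusted p up to 0.108).

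Before injury Prg2, the eosinophil major basic protein, was higher in P7 by 5.73 ± 0.88. Whether eosinophils passed the sort was not tested. Higher too were the phospholipid transfer protein Pltp by 1.38 ± 0.20, Pid1 by 1.18 ± 0.19, Klf4 by 1.10 ± 0.19, Ccdc109b by 1.05 ± 0.13 and Plk3 by 0.93 ± 0.17. Lower in P7 were Car2 (-3.52 ± 0.43), the fetal troponin Tnni1 (-1.90 ± 0.27), Asns (-1.28 ± 0.23) and the matrix gene Matn2 (-1.18 ± 0.23). Limma called 17 genes, 9 higher and 8 lower (380 with array weights and 86 with only these libraries in the fit). No collagen was called in limma (9 of 18 were lower at an unadjusted p under 0.05), and 6 were lower adjusted over the list alone (mean -0.81, camera adjusted p = 9.69e-08, adjusted p = 0.306 with an estimated correlation). The fibroblast identity score was lower in P7 as well, at 1.639 ± 0.242 against 1.948 ± 0.172 in P1 (SD, n = 3 each). Interferon genes (mean -0.89, 0 called, 9 at an unadjusted p under 0.05, 3 adjusted over the list alone) and class II genes (mean 0.70, 0 called, 6 at an unadjusted p under 0.05, 2 adjusted over the list alone) had camera adjusted p of 1.34e-10 and 1.23e-06 (adjusted p = 0.306 for both with an estimated correlation). The dendritic cell score was higher in P7 too, at 2.901 ± 0.812 against 2.146 ± 0.162 (SD). P7 replicates 0, 1 and 2 were uneven, with Cd74 at 3084, 1298 and 929 FPKM. The count was 11, 9 and 11 without P1 replicates 0, 1 and 2 and 10, 10 and 9 without P7 replicates 0, 1 and 2. Prg2, Pltp, Ccdc109b, Car2 and Tnni1 kept their call throughout, and the other 5 named did not (adjusted p up to 0.289, for Matn2 without P1 replicate 1).

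At day 7 post-MI Saa3 (XLOC_019835, chromosome 7, 46711998 to 46719615) stood at 3363 ± 4269 FPKM in P7 and 36.9 ± 14.4 FPKM in P1 (SD, n = 3 each), a difference of 5.30 ± 1.15. The neutrophil granule genes Camp, S100a9, Lcn2 and Ngp were higher in P7 by 4.81 ± 1.20, 4.75 ± 1.17, 4.54 ± 1.06 and 4.02 ± 1.12, and Wfdc21 by 3.94 ± 0.61. Lower in P7 were Tmem14c (-4.10 ± 0.98), Hpgd (-2.87 ± 0.78), Adamdec1 (-2.34 ± 0.43), Qsox1 (-2.14 ± 0.56), Spic (-2.09 ± 0.42) and the iron exporter Slc40a1 (-2.03 ± 0.51). Tmem14c also switched within other groups, with 109.5, 187.8 and 8.37 FPKM in adult baseline and 11.6, 115.2 and 17.3 in P1 baseline. Its difference may therefore not follow the stage. Limma called 629 genes, 365 higher in P7 and 264 lower (58.0% higher). With a fixed library sum, which shifted the median of all genes by -0.126, the calls were 26.6% higher (319 of 1200).

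Collagens were higher in P7 at day 7 in 7 of 18 genes, with a list mean of 1.13 (camera adjusted p = 7.06e-10, adjusted p = 0.0609 with an estimated correlation), and in 14 of 18 with 1 lower adjusted over the list alone. Col15a1 (XLOC_014340, chromosome 4, 47207655 to 47313167) was higher by 1.11 ± 0.23, Col8a1 (XLOC_008375, chromosome 16, 57624256 to 57754737) by 1.67 ± 0.36, Col6a2 by 1.77 ± 0.41 and Col5a2 by 1.69 ± 0.43. Other matrix proteins were higher in 16 of 39 (28 adjusted over the list alone), such as Ecm1 (2.46 ± 0.34), Ltbp2 (1.36 ± 0.22) and Cilp (1.52 ± 0.26). This list kept its call (camera adjusted p = 1.32e-20, adjusted p = 0.0191 with an estimated correlation). Collagen processing and cross-linking genes were higher in 6 of 18 (8 adjusted over the list alone; camera adjusted p = 7.78e-06, adjusted p = 0.0609 with an estimated correlation), with Loxl1 at 1.62 ± 0.31 and Lox at 1.68 ± 0.37. Matrix proteases and inhibitors were higher in 4 of 17 (9 adjusted over the list alone; camera adjusted p = 2.35e-05, adjusted p = 0.0091 with an estimated correlation), with Mmp2 at 1.52 ± 0.26 and Timp4 at 1.65 ± 0.28.

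Markers of other cells moved with these groups at day 7. Fibroblast identity genes were higher in P7 in 10 of 21 (Dpep1 1.90 ± 0.25, Islr 1.40 ± 0.26), with 14 adjusted over the list alone and a list mean of 1.07 (camera adjusted p = 1.7e-12, adjusted p = 0.0091 with an estimated correlation). Neutrophil genes were higher in 9 of 20 (Mmp8 2.11 ± 0.42, Ltf 3.78 ± 0.84), with 10 adjusted over the list alone (camera adjusted p = 2.72e-09, adjusted p = 0.0552 with an estimated correlation). Endothelial genes were higher in 3 of 18 (Fabp4 1.97 ± 0.46, Flt1 1.26 ± 0.33; 9 adjusted over the list alone) and erythroid genes in 2 of 6 (Alas2 2.33 ± 0.37; 4 adjusted over the list alone), with an adjusted p of 0.157 and 0.0564 with an estimated correlation. Cardiomyocyte genes had 1 lower call (Actc1 -1.53 ± 0.42; 4 adjusted over the list alone, adjusted p = 0.371 with an estimated correlation). No gene of smooth muscle and pericytes, epicardium, lymphocytes, dendritic cells or mast cells and basophils was called in limma (6, 1, 0, 2 and 0 at an unadjusted p under 0.05; 0, 1, 0, 0 and 0 adjusted over the list alone). The smooth muscle list passed in camera (adjusted p = 0.000683) and not with an estimated correlation (adjusted p = 0.187 with an estimated correlation).

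**Figure D3:**
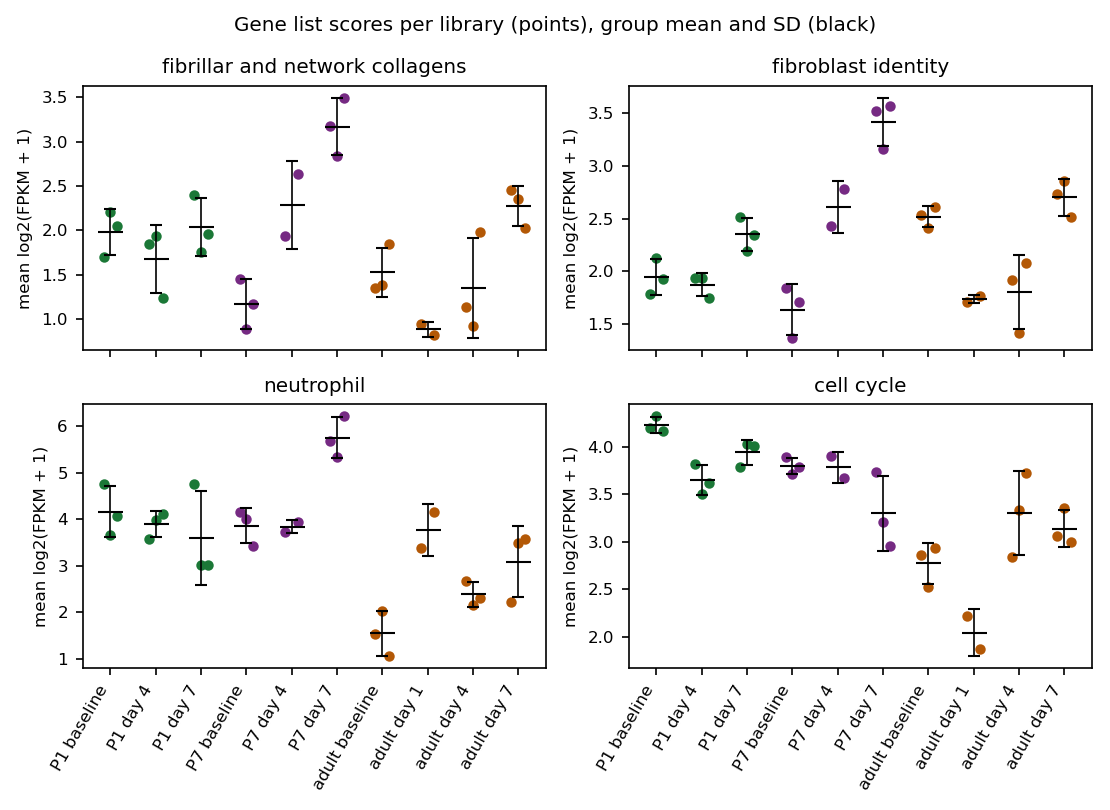
Mean log2(FPKM + 1) over the genes of 4 lists on the vertical axes for every library (points, coloured by stage) in the 10 groups on the horizontal axes, with the group mean and SD in black. The 3 P7 day 7 libraries have the highest collagen, fibroblast identity and neutrophil scores of all libraries, and the P1 baseline libraries the highest cell cycle scores.

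At day 7 recruited monocyte genes were higher in P7 than in P1 in 8 of 24 (12 higher and 2 lower adjusted over the list alone; adjusted p = 0.192 with an estimated correlation), including Vcan (1.60 ± 0.28), Ly6c2 (1.82 ± 0.34) and Arg1 (3.14 ± 0.62). Interferon genes were higher in 4 of 25 (22 adjusted over the list alone; camera adjusted p = 5.55e-14, adjusted p = 0.128 with an estimated correlation), such as Ifi44 (3.62 ± 0.81) and Oas1a (1.51 ± 0.37). Cell cycle genes were lower in 11 of 35 (19 adjusted over the list alone; camera adjusted p = 2.16e-12, adjusted p = 0.151 with an estimated correlation), for example Mcm4 (-0.84 ± 0.13) and Nusap1 (-1.36 ± 0.26). Of 44 histone genes 1 was higher and 1 lower, also adjusted over the list alone. Repair and alternative activation genes had 3 higher calls of 20 (Chil3 3.90 ± 0.88; 3 higher and 2 lower adjusted over the list alone; mean 0.19, median -0.02). Mitogens and secreted growth factors had 3 of 35 (4 and 3 adjusted over the list alone), and oxidative phosphorylation genes 0 of 33 in limma (1 at an unadjusted p under 0.05), also adjusted over the list alone. Among macrophage identity genes 4 were higher (Mertk 1.11 ± 0.20) and Cx3cr1 lower (-1.34 ± 0.26), with 5 and 1 adjusted over the list alone.

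Of the genes the study singled out on these samples, which are not independent evidence, 4 of 5 scar-forming genes were higher in P7 at day 7 (Ctgf 2.72 ± 0.67, Tgfb3 1.32 ± 0.33, Serpine1 1.33 ± 0.34 and Lox), also adjusted over the list alone, and Loxl2 was not called (0.85 ± 0.51). Of 9 matrix genes singled out for P7, 4 were called, namely Bgn (2.37 ± 0.54), Col8a1, Col6a2 and Col5a2 (8 adjusted over the list alone). Col1a1 (2.03 ± 0.80), Col1a2 (1.89 ± 0.65), Col3a1 (1.45 ± 0.70), Postn (1.38 ± 0.55) and Fbn1 (0.77 ± 0.25) were not. Of 3 genes singled out for regeneration in P1, Igfbp4 (-1.35 ± 0.41), Ltb (-0.94 ± 0.42) and Il22, listed at 0 in all 3 P7 libraries and at up to 8.05 FPKM in P1, none was called over all genes in limma (3 at an unadjusted p under 0.05) and all 3 were lower in P7 adjusted over the list alone. The Il22 difference went from -1.17 to -0.166 without P1 day 7 replicate 0. The limma count of 629 was 348, 252 and 231 without P1 day 7 replicates 0, 1 and 2 and 258 without P7 day 7 replicate 2, and 51 when only these 6 libraries entered the fit. Of the 45 genes named and called here, 21 kept their call without each library, among them Wfdc21, Col15a1, Ecm1, Ltbp2, Mmp2, Dpep1, Ly6c2, Arg1, Mcm4 and Mertk. Camp, S100a9, Col8a1, Bgn, Ctgf and Serpine1 lost it without P7 day 7 replicate 2 (adjusted p = 0.0551 to 0.118), a library with 55% of olfactory receptor genes listed above 0 and the lowest array weight (0.2777).

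The change from baseline to day 7 differed between P7 and P1 in 174 genes in limma, 126 with the higher change in P7 and 48 with the lower (72.4% higher, and 50% with a fixed library sum, which shifted the median of all genes by -0.127). The P7 change minus the P1 change was 5.80 ± 1.24 for Chil3, 4.48 ± 0.86 for Wfdc21, 4.37 ± 0.60 for Car2 and 3.97 ± 0.69 for Fkbp5. It was -3.92 ± 0.79 for Qsox1, -3.32 ± 0.60 for Spic, -2.02 ± 0.46 for Izumo4 and -1.90 ± 0.40 for Pxdc1. Mice at day 7 were also older than those of their baseline, so these differences mix age with injury. Part of them lay in the baselines, where Car2 was lower in P7. The mean collagen score was 1.986 in P1 and 1.173 in P7 at baseline, and 2.04 and 3.168 at day 7. Collagens differed in 6 of 18 (14 adjusted over the list alone), such as Col15a1 (2.02 ± 0.32) and Col6a2 (3.02 ± 0.58). So did other matrix proteins in 12 of 39 (31 adjusted over the list alone; Ecm1 3.43 ± 0.48) and interferon genes in 6 of 25 (22 adjusted over the list alone; Oas1a 2.71 ± 0.52). These lists kept their calls (adjusted p = 0.0193, 0.0135 and 0.0464 with an estimated correlation), as did fibroblast identity beside them (6 of 21, 14 adjusted over the list alone, adjusted p = 0.0135 with an estimated correlation). Scores of other cell types moved too. From baseline to day 7 the neutrophil score went from 3.859 to 5.746 in P7 and from 4.155 to 3.593 in P1. The erythroid score went from 3.166 to 5.506 in P7 and from 2.187 to 3.196 in P1. The count was 88, 84 and 89 without P1 baseline replicates 0, 1 and 2, 110, 100 and 75 without P7 baseline replicates 0, 1 and 2, 74 without P1 day 7 replicate 2, 353 and 76 without P7 day 7 replicates 1 and 2, and 658 with array weights. Chil3, Qsox1, Izumo4 and Pxdc1 lost their call without at least 1 library (adjusted p up to 0.0919, for Izumo4 without P1 baseline replicate 1).

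Compared with P1, the mean of the scar-forming stages at day 7 was higher for Saa3 (5.03 ± 1.00), Ccl8 (4.55 ± 0.55), Fkbp5 (3.36 ± 0.42), Arg1 (3.30 ± 0.54), AW112010 (2.90 ± 0.68) and Marco (2.83 ± 0.79). It was lower for Tmem14c (-3.74 ± 0.85, a gene that switched within other groups), Treml4 (-2.36 ± 0.41), Slc40a1 (-2.28 ± 0.44), Eno3 (-2.27 ± 0.33), Ace (-2.27 ± 0.40) and Igf2bp3 (-2.14 ± 0.14), a fetal RNA-binding protein (XLOC_017831, chromosome 6, 49085218 to 49215469). Igf2bp3 stood at 15.7 ± 1.08 FPKM in P1, 9.93 ± 2.24 in P7 and 0.325 ± 0.164 in the adult at day 7 (SD, n = 3 each). Limma called 1034 genes, 499 higher and 535 lower (48.3% higher). With a fixed library sum, which shifted the median of all genes by -0.17, 14.9% were higher (363 of 2439).

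Matrix proteases and inhibitors were higher in the scar-forming stages in 9 of 17 (10 higher and 1 lower adjusted over the list alone). This list kept its call (camera adjusted p = 1.44e-06, adjusted p = 0.00245 with an estimated correlation). Class II genes were higher in 6 of 12 (7 adjusted over the list alone), with Ctss at 1.07 ± 0.16 and Cd74 at 1.46 ± 0.29. The mean class II score at day 7 was 6.198 in P1, 6.485 in P7 and 7.612 in the adult, whose baseline stood at 8.13. Lipid handling genes were higher in 7 of 26 with 1 lower (15 and 2 adjusted over the list alone), with Npc2 at 0.74 ± 0.10 and Mertk at 1.17 ± 0.17. Cell cycle genes were lower in 17 of 35 (26 adjusted over the list alone), such as Mcm4 (-0.90 ± 0.12) and Kif23 (-1.17 ± 0.20). The camera adjusted p of these 3 lists ranged from 2.97e-16 to 3.52e-06, and none passed with an estimated correlation (adjusted p = 0.095 for each with an estimated correlation). Collagens were higher in 1 of 18, Col8a1 (1.45 ± 0.31), with 4 adjusted over the list alone. Other matrix proteins were higher in 12 of 39 with 1 lower (23 and 1 adjusted over the list alone; Ecm1 2.69 ± 0.29), beside fibroblast identity genes in 7 of 21 (13 higher and 1 lower adjusted over the list alone). The adjusted p of these 3 lists was 0.182, 0.095 and 0.0777 with an estimated correlation. From the study's own lists, which are not independent evidence, Ctgf (2.74 ± 0.58), Tgfb3 (1.46 ± 0.28), Serpine1 (1.71 ± 0.29) and Lox (1.41 ± 0.32) were higher. Igfbp4 (-1.22 ± 0.36) and Ltb (-1.33 ± 0.36) were lower, and Loxl2 (0.76 ± 0.44) and Il22, listed at 0 in all P7 and adult day 7 libraries, not called. Of the 5 scar-forming genes 4 were higher and of the 3 regenerative genes 2 lower (4 and 3 adjusted over the list alone, the third being Il22, at -1.17 and at -0.166 without P1 day 7 replicate 0), and the scar-forming list kept its call (adjusted p = 0.0224 with an estimated correlation). The count of 1034 was 480, 548 and 479 without P1 day 7 replicates 0, 1 and 2, 2087 with array weights and 517 with only these libraries in the fit. Tmem14c, AW112010, Marco, Igfbp4 and Ltb were the named genes that lost their call without at least 1 library (adjusted p up to 0.17, for Ltb without P1 day 7 replicate 0).

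At day 4 the same comparison gave Saa3 (4.89 ± 1.04), Ccl8 (3.85 ± 0.57), the B cell chemokine Cxcl13 (3.58 ± 0.86), Ly6a (2.51 ± 0.66), Pdpn (2.50 ± 0.40) and Hal (2.47 ± 0.35) as higher in the scar-forming stages. Mcpt8 (-2.25 ± 0.50), Cyp11a1 (-2.19 ± 0.38, listed at 0 in the 3 adult libraries), Igf2bp3 (-2.18 ± 0.15), the entry Ear12,Ear2 (-2.14 ± 0.46), Slc40a1 (-2.05 ± 0.46) and Ear1 (-1.91 ± 0.45) were lower. For Igf2bp3 the adult carried most of this, with 17.93 to 19.74 FPKM in P1, 11.96 and 16.58 in P7 and 0.107 to 0.417 in the adult. Reads of the related Ear genes may not be assigned with certainty. Class II genes were higher in 5 of 12 (7 adjusted over the list alone; camera adjusted p = 4.2e-07, adjusted p = 0.227 with an estimated correlation), with Cd74 at 1.49 ± 0.30 and H2-Aa at 1.71 ± 0.35. The mean class II score at day 4 was 5.796 in P1, 6.388 in P7 and 6.891 in the adult. Before injury it already stood at 8.13 in the adult against 5.485 in P1. Inflammatory mediators were higher in 4 of 30 (10 adjusted over the list alone; camera adjusted p = 3.38e-05, adjusted p = 0.227 with an estimated correlation), with Osm at 0.92 ± 0.15 and Il6 at 1.98 ± 0.38. Limma called 304 genes, 184 higher and 120 lower (60.5% higher, 49.3% after quantile normalization, and 25.1% with a fixed library sum, which shifted the median of all genes by -0.108). The count was 90 and 138 without P1 day 4 replicates 0 and 2, 126 without P7 day 4 replicate 1, 70 without both libraries with olfactory receptor signal and 52 with only the libraries compared in the fit. Ccl8, Pdpn, Hal, Cyp11a1, Igf2bp3 and Osm kept their call without each library, and the other 10 named did not (adjusted p up to 0.203, for Ly6a without P1 day 4 replicate 2).

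Hearts 7 days after MI at P1 are close in age to P7 baseline hearts. Against these, the cells sorted at P1 day 7 had higher Arg1 (4.38 ± 0.62), the eosinophil granule gene Prg3 (1.90 ± 0.40), Glo1 (1.497 ± 0.27), Ung (1.31 ± 0.26) and the fibroblast gene Smoc2 (1.12 ± 0.24). Lower were Hdc (-2.16 ± 0.38), Cyp11a1 (-1.98 ± 0.42), Crybb1 (-1.80 ± 0.37), Ints6 (-1.61 ± 0.14) and heme oxygenase Hmox1 (-1.23 ± 0.19). In P1 day 7 replicates 0, 1 and 2 Prg3 stood at 19.36, 2.571 and 6.605 FPKM. The eosinophil gene Prg2 stood at 492.1, 41.99 and 199.7 FPKM there. Whether eosinophils were among the sorted cells was not tested. Limma called 50 genes, 10 higher and 40 lower (20% higher, and 33.3% with a fixed library sum). No collagen was called in limma (12 of 18 were higher at an unadjusted p under 0.05), and 7 were higher adjusted over the list alone (mean 0.87, camera adjusted p = 3.59e-08, adjusted p = 0.245 with an estimated correlation), beside fibroblast identity genes (1 of 21, 8 adjusted over the list alone, mean 0.71; camera adjusted p = 6.86e-08, adjusted p = 0.132 with an estimated correlation). The count was 23, 16 and 29 without P1 day 7 replicates 0, 1 and 2, 9 and 15 without P7 baseline replicates 1 and 2, 500 with array weights and 30 with only these libraries in the fit. Of the 10 genes named Arg1, Ints6 and Hmox1 alone kept their call without each library (adjusted p up to 0.272, for Cyp11a1 without P7 baseline replicate 1).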

Values the study reported

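Between baseline and day 4, the study counted 1500 differentially expressed genes in adult macrophages, 398 in P1 and 470 in P7. Both neonatal stages shared 39 of the genes that were higher in adult cells by day 4. Between day 4 and day 7 it counted 437 genes in the adult, 419 in P1 and 217 in P7, with 43 shared by all stages.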

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

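The tests of fibroblast RNA and of a single library for the collagens, and both tests of the olfactory receptor signal, were chosen after the results were seen. The limma test of the difference between stages in the day 7 response, P7 against P1, passed in 174 genes. Of 100 splits drawn, 1 reached that count, the real one (highest other 18), so chance alone seldom gives it. Not every split was drawn. Mice at day 7 were also older than those of their baseline, so the test does not tell injury from age. Genes with a higher change in P7 were Chil3 (5.80), Wfdc21 (4.48), Car2 (4.37), Fkbp5 (3.97), Ecm1 (3.43), Col6a2 (3.02), Oas1a (2.71) and Col15a1 (2.02). Genes with a lower change in P7 were Qsox1 (-3.92), Spic (-3.32), Izumo4 (-2.02) and Pxdc1 (-1.90).

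Collagen genes had a list mean of 1.13 between P7 and P1 at day 7, with 7 of 18 called higher in limma and no list call with an estimated correlation (adjusted p = 0.0609 with an estimated correlation). A single library is argued against by the mean of 0.969 without P7 day 7 replicate 2, and the scaling between libraries by a lowest mean of 1.097 over 3 scalings. Fibroblast RNA carried into the sorted cells may account for it, since over 28 libraries, with groups centred, the collagen and fibroblast identity scores correlated (Pearson's r = 0.859 and Spearman's rho = 0.854, permutation p = 3e-05 for both with 100000 permutations, 1 relation tested; r = 0.853 without adult day 4 replicate 1 and P7 baseline replicate 1). The fibroblast genes, which share 0 genes with the collagens, had a median of 0.973 against 1.378, and their most abundant members stood at 372.2 (Lsp1), 178.7 (Gsn), 82.8 (Dcn) and 80.5 (Ly6a) FPKM in P7 against 420, 117.6, 23.1 and 15.4 in P1, with 11 of the 21 at a mean of 1 FPKM or more in P1 baseline and 4 in another list. Lsp1 was lower in P7 than in P1 and stood at 439.7 FPKM in P1 baseline, so its abundance does not speak for such RNA. The sort for CD45 would remove fibroblasts, and a collagen program of the macrophages themselves at P7 stays open and was not tested with these values. The paper has other evidence for collagen made by macrophages, not all of it at P7. It reports that few CD68-positive macrophages carried a Col1a2 reporter at day 7 after MI at P7. It also reports macrophages positive for a Col1a1 reporter at day 7 post-MI, without giving the stage at surgery. Tagged collagen fibres were reported after transfer of collagen-tagged adult monocytes into adult and P1 hearts, and not into P7 hearts.

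In 5 libraries more olfactory receptor genes were listed above 0 than in any baseline library (highest 41.4%, P1 baseline replicate 1), namely 94.3% in P7 day 4 replicate 0, 80.8% in P1 day 4 replicate 0, 58.5% in adult day 7 replicate 0, 55% in P7 day 7 replicate 2 and 47.2% in P1 day 4 replicate 1. Depth alone is argued against by the mean FPKM of these genes, which was at least 36.6 times the median over libraries in both day 4 libraries named first, while depth leaves a mean unchanged. Background from DNA or unspliced RNA over silent genes may be the source, since vomeronasal receptors, taste receptors and keratin-associated proteins also stood at 24.5 times their median or more in both. No biological explanation was tested.

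The limma test of the difference in the day 4 response between the adult and P1 passed in 1940 genes. Of 100 splits drawn, 1 reached that count, the real one. The highest other gave 1851 by exchanging all baseline libraries of both stages and 1 day 4 library of each. Such a split largely compares the stages and not their responses. The tested difference cancels a gap between stages that is the same at baseline and at day 4. That split is therefore no measure of chance for the real count, and chance is not excluded by these splits. Whether the P1 day 4 library with olfactory receptor signal hides part of a P1 response stays open. The P1 count was 118 without it and 26 to 95 without another P1 library, so a lost library lowers the count in itself, and array weights raised it from 218 to 1256 (4542 in the adult) but also raised counts that this library does not enter, such as P7 against P1 at baseline from 17 to 380 and P1 day 7 against P7 baseline from 50 to 500, so neither decides. A wider spread in P1 is argued against by a ratio of 0.838 between the median SD within groups of P1 (0.186) and of the adult (0.222). A difference in the response itself with age also stays open and was not tested apart from this.

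In that comparison the adult change was higher for Saa3 (6.41), Snord100 (5.50, the model's value for a gene listed at 0 in all P1 day 4 and adult baseline libraries), Lrg1 (5.26) and Thbs1 (5.12). It was lower for Retnla (-9.79), Pla2g2d (-5.36), the entry Hbb-b1,Hbb-bs (-5.03) and the entry Hba-a1,Hba-a2 (-4.65).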

How the results depend on the processing

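The tests without both libraries with olfactory receptor signal and with Xist as a covariate were chosen after the data were seen, and the others were planned. No gene value named and no collagen mean changed sign in any alternative, but the balance of calls did turn. With a fixed sum the share of calls that were higher was 36.5% in place of 59.0% at adult day 1, 44.4% in place of 58.7% at adult day 4, 26.6% in place of 58.0% in P7 against P1 at day 7 and 25.1% in place of 60.5% in P7 and adult against P1 at day 4. The share of variance between stages ranged from 15.9% to 20.5%, and the collagen mean between P7 and P1 at day 7 from 0.969 to 1.708, with a camera call in each alternative except the estimated correlation (mean 1.128, adjusted p = 0.0609). Median-ratio scaling kept all 16 summary results within 1.5 times. Of 448 list tests, 191 passed with the preset correlation and 19 with the estimated one, all 19 among the 191. Of 300 gene values named, the call was lost in 111 with only the libraries compared, where fewer libraries set the spread, 43 and 23 with pseudocounts of 0.01 and 0.1, 29 without a filter, 17 with array weights, 13 after quantile normalization, 9 with the block, 8 with a fixed sum, 2 with the stricter filter, under which some genes had no value, and 2 with median-ratio scaling. Calls were gained in up to 3 values per setting. Leaving out each library lost 438 calls, gained 6 and kept 1519 values, and leaving out both libraries with olfactory receptor signal lost 45 and kept 48. For changes other than fewer libraries, more genes tested or a stricter threshold, the cause was not tested. Depth is unknown, so the limit it sets on low genes cannot be given.

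Counts of calls follow in the order adult day 1, adult day 4, adult day 7 against day 4, P1 day 4, P1 day 7 against day 4, P7 day 4, P7 day 7 against day 4, P7 against P1 at day 7, P7 and adult against P1 at day 7 and at day 4, P7 against P1 at baseline, P1 day 7 against P7 baseline, and the differences in the day 7 and day 4 responses. With an absolute log2 change above 2 as well, they were 486, 193, 7, 10, 2, 55, 4, 53, 36, 16, 2, 2, 50 and 189. Leaving out each library gave 4162 to 4976, 2329 to 3440, 38 to 114, 26 to 118, 4 to 14, 142 to 861, 1 to 138, 231 to 857, 479 to 1238, 90 to 331, 9 to 11, 9 to 57, 74 to 353 and 1206 to 2099. The collagen mean gave 0.969 to 1.306. A lone library left in adult day 1 or P7 day 4 is assumed to vary like the other groups.

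Other counts that moved by over 1.5 times were these. A pseudocount of 0.1 gave 10 in P7 day 7 against day 4. A pseudocount of 0.01 gave 9 in P1 day 7 against day 4, 10 in P7 day 7 against day 4, 418 in P7 against P1 at day 7 and 113 in the day 7 difference. No filter gave 72 in adult day 7 against day 4, 116 in P1 day 4, 182 in P7 and adult against P1 at day 4, 30 in P1 day 7 against P7 baseline and 107 in the day 7 difference, and the stricter filter 11 at baseline. Quantile normalization gave 104 in adult and 103 in P7 day 7 against day 4. A fixed sum gave 11 in P7 day 7 against day 4, 1200 in P7 against P1 at day 7 and 2439 with the adult added.

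Array weights gave 832 in adult day 7 against day 4, 1256 in P1 day 4, 178 in P1 and 2 in P7 day 7 against day 4, 2087 in P7 and adult against P1 at day 7, 380 at baseline, 500 in P1 day 7 against P7 baseline, and 658 and 3088 in the day 7 and day 4 differences. Only the libraries compared gave 1879 in adult day 4, 4 in adult day 7 against day 4, 471 in P1 day 4, 27 in P1 day 7 against day 4, 418 in P7 day 4, 7 in P7 day 7 against day 4, 51 in P7 against P1 at day 7, 517 and 52 with the adult added at day 7 and day 4, 86 at baseline and 30 in P1 day 7 against P7 baseline. With libraries above 1 FPKM of Xist as a covariate, the count in adult day 7 against day 4 was 61, the other 14 summary results stayed within 1.5 times, and 28 of 300 gene values lost their call. Without both libraries with olfactory receptor signal the counts were 121 in P1 day 4, 143 in P7 day 4, 1 in P7 day 7 against day 4, 70 in P7 and adult against P1 at day 4 and 1229 in the day 4 difference.

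With the replicate number as a replicate block, all 15 summary results stayed within 1.5 times (3488 in adult day 4, 681 in P7 against P1 at day 7). The correlation of deviations between same-numbered libraries ranged from -0.116 to 0.206, and no comparison had each pair over 0.1, so the numbers are not taken to pair the libraries.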

Other observations

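The tests by other groupings of the libraries were written down before their own results were seen, and no test in this part was chosen after. From day 4 to day 7 in the adult, the lymphocyte list had a mean of 1.03 with 0 of 18 genes called in limma (3 at an unadjusted p under 0.05, 1 adjusted over the list alone; camera adjusted p = 4.94e-06, adjusted p = 0.36 with an estimated correlation). Recruited monocyte genes fell in 2 of 24 there (3 adjusted over the list alone; camera adjusted p = 0.000388, adjusted p = 0.428 with an estimated correlation), and immediate early genes rose in 3 of 28 (10 higher and 4 lower adjusted over the list alone; camera adjusted p = 0.000569, adjusted p = 0.428 with an estimated correlation). Cardiomyocyte genes were lower in P7 and adult than in P1 at day 7 in 6 of 20 (10 adjusted over the list alone; camera adjusted p = 9.48e-05, adjusted p = 0.264 with an estimated correlation).

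Single genes ranged widely between libraries. Eosinophil major basic protein Prg2 was listed at 0 in 5 libraries and reached 554.3 FPKM, and Tmem14c ranged from 8.37 to 233.5 FPKM. The X-inactivation RNA Xist ranged from 0.0043 to 13.96 FPKM, and the Y-linked Ddx3y from 0 to 25.98 FPKM, with 9 libraries listed at 0. Xist was above 1 FPKM in 3 of 3 adult baseline and 3 of 3 adult day 7 libraries, in 1 of 3 at adult day 4, in 0 of 3 at P1 day 7 and in 1 of 3 at P7 day 7. The sex of the mice is not given in the sources used here, and the groups are unbalanced for it.

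At the thresholds of an adjusted p under 0.05 and a log2 change above 2, 193 genes changed at day 4 in the adult, 10 in P1 and 55 in P7. Each is lower than the count quoted from the study above. Genes higher at day 4 in all 3 stages at these thresholds numbered 3. That is lower than the count quoted from the study above. Between day 4 and day 7 the counts were 7 in the adult, 2 in P1 and 4 in P7. Each is lower than the count quoted from the study above. The genes shared by all 3 stages in that step numbered 0 in limma (also 0 at any size of change; 20 higher and 3 lower at an unadjusted p under 0.05, with 3.04 each by chance). That is lower than the count quoted from the study above. The test, the unit it was run on and the spread it uses differ from Cuffdiff, and the cause was not tested.

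Other groupings of the same libraries were counted. In comparisons of 3 against 3 libraries, 10 splits are too few for a share under 0.05. The real value and the highest other were these: adult day 4 3362 (102), adult day 7 against day 4 188 (5), P1 day 4 218 (0), P1 day 7 against day 4 15 (3), P7 against P1 at day 7 629 (4), at baseline 17 (1), P1 day 7 against P7 baseline 50 (31), and the collagen mean 1.13 (0.83). For P7 and adult against P1 at day 7, 2 of 84 splits gave as many as 1034 genes, so random splits seldom reach it. The highest other, 1414, set the adult against P1 and P7. The count therefore does not single out the grouping of the scar-forming stages. For the same comparison at day 4, 6 of 56 splits gave as many as 304 genes. Each other split was fitted with 2 ways of parting its larger side, and the larger count was kept. The real split was fitted once. The splits also mix stages that differ, so this share does not measure chance, and chance is not excluded. The highest other, 1521, again set the adult apart, which points to a structure of the samples, and whether it follows age or the handling of the adult libraries was not tested.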
